A study of Caenorhabditis elegans with 6 samples. Its data were reported in "Gene Expression Modifications by Temperature-Toxicants Interactions in Caenorhabditis elegans" (2011).

How the data were processed

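Whole nematodes were profiled on 6 dual-channel arrays of printed long oligonucleotides, each hybridised with a CPF and a control sample. Per the file headers, the authors scanned the arrays and quantified the images with ScanArray Express, and the deposited intensity of each spot (mean and median brightness with its local background, Cy3 as the first channel and Cy5 as the second) was neither background-subtracted nor normalised. The deposited percent of saturated pixels per spot comes from the same software per the file headers, and its codes for spot quality are not defined in the files. The deposited table of log2 ratios was made by the authors in limma 3.2.3 per the labels, with loess within arrays and quantile scaling of mean brightness between arrays according to their methods, and some of its values are blank. It holds 23232 rows, and between 13608 and 20706 values per column. Over 5963 bright probes, its columns labelled CPF in Cy5 had correlations across probes of 0.916, 0.968 and 0.995 with the raw ratios of the CPF in Cy3 arrays of the same replicate number, and those labelled CPF in Cy3 had -0.981, -0.930 and -1.00 with the CPF in Cy5 arrays, while correlations with the array of their own label ranged from -0.299 to 0.398. The direction used here is that of the scanner files and the labels of their samples, and the table served only as an alternative, with each column assigned to the array it matched.

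Spots were named from the sequence names in the scanner files (21382 probes) or the gene numbers of the platform (31), and 1077 kept the name in the file. Control and blank spots (742) were left out. Intensity was corrected with normexp (offset 50), log2 ratios were normalised by loess within arrays and Aquantile between arrays, as in the authors' methods for the deposited table, and a probe was tested where its median was above local background by 2 background SDs in at least 6 of 12 channels, which 49.1% of gene probes were. Signal over background in this sense sets the depth of an array, and 63 tested probes were saturated in any channel. The analysis ran in R 4.3.3 with limma 3.58.1, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Gene positions were taken from the annotation of assembly WBcel235.

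The log2 ratio of CPF over control was fitted per probe in limma (lmFit and eBayes, moderated, 2-sided) with a CPF term and a dye term, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. The study states a linear model of expression values with a toxicant term and an error, which was read here as a fit of single channels. Both channels of an array share a spot, so the ratio was fitted here. The study's model in that reading was kept as an alternative, without its removal of outlying values. Replicate numbers were shared by both orientations, but the deviations of same-numbered arrays from their orientation's mean correlated across probes at 0.103, -0.0788 and 0.271, not above 0.1 in every case, so pairing is not shown and the block was an alternative. The CPF in Cy3 arrays were scanned as a series before the CPF in Cy5 arrays, so that dye orientation, slide series and animals cannot be told apart. Gene lists (29) were set from family names and textbook knowledge, among them markers of sperm, oocytes, muscle, neurons, intestine and pharynx. They were tested with camera (preset correlation 0.01, with the estimated correlation beside it), with fry and with Fisher's exact test on the called genes of each direction, 2-sided, each adjusted over the lists. The brightest probe stood for a gene in list values and counts, and any probe of a gene in the enrichment test. The tests, filter, lists and most alternatives were chosen before the data were examined.

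Genes were named by a fixed rule: the 10 highest and 10 lowest log2 ratios among called probes with the same sign on all arrays, up to 4 such members of each list with the largest ratios, the 2 members with the smallest p, as values only, where a list had fewer than 2, and always the acetylcholinesterase genes and the cyp-35 genes. Genes named outside this rule (F53H1.3, clec-86, clec-225, spp-4, spp-17, abu-8, abu-15, acdh-13, msp-63, fbxa-156 and irg-4) were chosen after their values were seen. The procedure was tested on simulated data with 11033 probes of which 200 were changed by 0.5, 1 or 2 log2. Apart from these, 1 list was given a shift of 0.25. The shares that follow describe the simulated data and need not carry over to the real arrays. There the SD of the log2 ratios was 0.900 on CPF in Cy3 replicate 1, against 0.424 to 0.468 on the others. A change of 0.5 log2 was recovered for 20.9% of 67 probes, a change of 1 for 86.6% of 67 and a change of 2 for 98.5% of 66, and 10 of 147 calls (6.80%) were on unchanged probes. Alternatives covered background correction, normalisation within and between arrays, the filter, the dye term, a replicate block, averaged same-numbered arrays, the study's linear model, the deposited table, array weights, robust regression and leaving out each array. Added after the data were seen were spots of quality code 3 alone, each dye orientation alone, the study's model over all gene probes and the sperm marker shift of each array as a covariate.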

Results

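Transcript levels were compared between nematodes (*Caenorhabditis elegans*, wild type) grown with 0.5 mg/l chlorpyrifos (CPF), an organophosphorus pesticide that inhibits acetylcholinesterase, and control nematodes grown with the solvent alone. Per the labels, the animals were kept at 24 °C and collected at 72 h of age as late larvae. The methods of the study give a shorter time for late larvae at this temperature. The files do not settle which age and stage apply. RNA of a CPF sample and RNA of a control sample were hybridised together on each of 6 arrays, with CPF labelled with the dye Cy5 on 3 arrays (CPF in Cy5) and with the dye Cy3 on the other 3 (CPF in Cy3). Each array held 22490 gene probes. The share of these above local background ranged from 35.2% to 56.1% in the Cy3 channel and from 38.3% to 53.4% in the Cy5 channel. The number of arrays limits the precision of every value. The 618 spots left empty on the array served as the background measured in the same way, and 0 of them passed the filter on dim probes.

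The comparison of CPF with control asked which genes the toxicant regulated at this temperature. Genes of detoxification and of defence against microbes were among the lowest in the channel labelled CPF. The C-type lectin gene clec-206 (F59A7.1) had a log2 ratio of CPF over control of -2.89 ± 0.16 (SE, n = 6). The UDP-glucuronosyl transferase gene ugt-37 (F10D2.6), whose family attaches glucuronic acid to foreign compounds, lay at -2.84 ± 0.15 (SE, n = 6). The glucosylceramidase gene gba-2 (C33C12.8) was about 6.08-fold lower on average, with its signal labelled CPF raised to a floor. That floor was the dimmest signal above background on each array, so 6.08-fold is no strict minimum. Among the genes higher in the channel labelled CPF were prps-1 (R151.2), which codes for a phosphoribosyl pyrophosphate synthetase, at 1.60 ± 0.32 (SE, n = 6), and the cuticle collagen gene col-138 (C52D10.13), at 1.35 ± 0.25 (SE, n = 6). Errors after ± are moderated SEs of the fitted ratio from the 6 arrays, with a dye term taken out. They can be smaller than the spread of the single arrays, which ran from 0.22 to 3.35 for prps-1. Every direction given here follows the labels of the scanner files. All 6 columns of the deposited table of log ratios matched the array of the same replicate number in the opposite dye orientation, so that by the table's own labels every sign would turn, higher and lower would change places, and the p-values and total counts would stay as they are.

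In all, 386 of the 11033 tested probes (3.50%) passed an adjusted p of 0.05 (limma, Benjamini-Hochberg), 147 higher and 239 lower in the channel labelled CPF. They stood for 371 of 9947 tested genes, 137 higher and 234 lower, with 0 genes called both ways. The log2 ratio had the same sign on all 6 arrays for 343 of the 386 probes. Above 1 in size it was called for 32 probes on the higher side and 74 on the lower side, and above 2 in size for 0 and 15. At an unadjusted p of 0.05, 3015 probes passed. The dye itself was called for 1 probe, of F53H1.3, with 1091 at an unadjusted p of 0.05. Leaving out 1 array moved the count of 386 to 58 without CPF in Cy5 replicate 1, 81 without CPF in Cy5 replicate 2, 94 without CPF in Cy5 replicate 3, 806 without CPF in Cy3 replicate 1, 77 without CPF in Cy3 replicate 2 and 1323 without CPF in Cy3 replicate 3. Under each of these 6 fits 56 probes were called, 53 lower and 3 higher, those of dpy-3, pgp-7 and clec-86. With the replicate number as a block the count was 165 (60 higher, 105 lower), and it was 629 (393 higher, 236 lower) on the CPF in Cy5 arrays alone and 20 (6 higher, 14 lower) on the CPF in Cy3 arrays alone. The excess of lower calls was not stable, as there were more higher than lower calls with scale normalisation (748 and 520), without CPF in Cy3 replicate 3 (967 and 356), without CPF in Cy3 replicate 1 (418 and 388), from the deposited table (355 and 345), with array weights (2760 and 2245) and with robust regression (849 and 742), and only 3 against 49 with median centring.

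The 10 genes with the lowest ratios by the scanner labels also held irg-5 (F35E12.5), known as an infection response gene, at -2.71 ± 0.24 (adjusted p = 0.00149), the xenobiotic-inducible cytochrome P450 gene cyp-35A4 (C49G7.8) at -2.49 ± 0.16 (adjusted p = 0.00027) and the invertebrate-type lysozyme gene ilys-3 (C45G7.3) at -2.39 ± 0.28 (adjusted p = 0.00506). The adjusted p was 0.00143 for gba-2, 0.000147 for clec-206 and 0.000139 for ugt-37 (limma). The remaining members of this group, known by their sequence names Y41C4A.11, H25K10.4, F49C12.7 and F38C2.1, lay at -2.76, -2.71, -2.62 and -2.29. In the assembly WBcel235, gba-2 lies on chromosome II from 2182494 to 2186434, clec-206 on chromosome V from 2000418 to 2004329, ugt-37 on chromosome V from 7141923 to 7145318 and cyp-35A4 on chromosome V from 4031619 to 4033446, all annotated as protein coding. The signal of gba-2 was not above background in any of the 6 channels labelled CPF and above it in all 6 control channels. The 6.08-fold from a floor is thus an estimate, and the place of gba-2 among the 10 is not known. Its log2 ratios on single arrays ran from -4.05 to -2.13. Of the 6 channels labelled CPF, 3 were above background for clec-206 and Y41C4A.11, 2 for H25K10.4, 1 for ugt-37 and F38C2.1 and 4 for ilys-3, so that the sizes and the order of these ratios are uncertain. Each of these 10 genes was lower on all 6 arrays and kept its call whichever array was left out.

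The 10 genes with the highest ratios by the scanner labels covered several functions. After prps-1 (adjusted p = 0.0391) came vig-1 (F56D12.5), which codes for a component of the RNA-induced silencing complex, at 1.54 ± 0.26 (adjusted p = 0.0255). The genes with sequence names only, C30G12.2 at 1.52 ± 0.33, F32B5.1 at 1.495 ± 0.23 and ZK228.4 at 1.39 ± 0.29 followed, with abu-1 (AC3.3), of a family linked to a blocked unfolded protein response, at 1.47 ± 0.28. The chaperonin subunit gene cct-5 (C07G2.3) lay at 1.34 ± 0.27, the collagen gene col-73 (F11G11.12) at 1.30 ± 0.28 and the yolk protein gene vit-3 (F59D8.1) at 1.29 ± 0.28. Adjusted p ranged from 0.0190 for F32B5.1 to 0.0482 for C30G12.2. Here the control is the dim side, with 3 of 6 control channels above background for abu-1 and ZK228.4, 4 for prps-1, vig-1, F32B5.1 and col-138, 5 for C30G12.2, cct-5 and vit-3 and 6 for col-73. A brighter probe of F32B5.1 was at 0.09 (adjusted p = 0.573). The other probes of prps-1, vig-1, abu-1 and col-73 were at 0.67, 0.75, 0.49 and 1.14, none past the threshold. The brighter probe of vit-3 was at 0.75, with 3 arrays of each sign, and on CPF in Cy3 replicate 1 both probes of vit-3 had saturated pixels (50% and 26.3%). All 10 lost their calls without any of CPF in Cy5 replicates 1, 2 or 3 or CPF in Cy3 replicate 2, with adjusted p up to 0.182. For 70.7% of the 147 probes called higher the largest ratio was on CPF in Cy3 replicate 1.

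**Figure D1:**
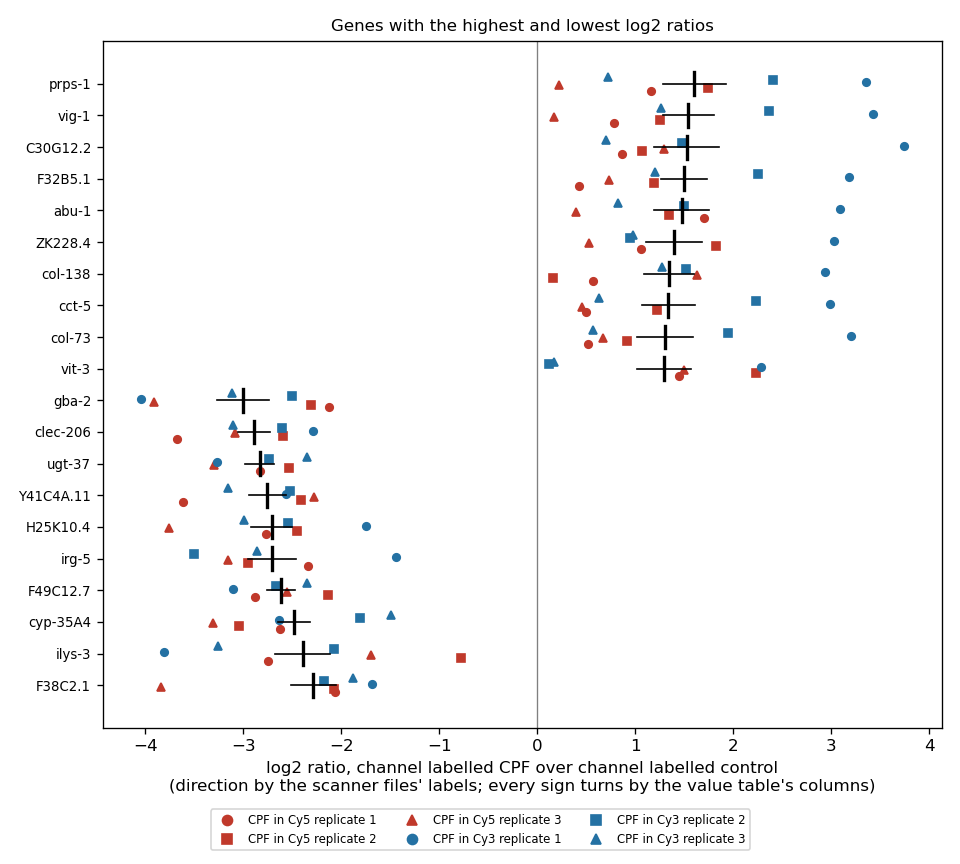
Log2 ratios of the channel labelled CPF over the channel labelled control on each of the 6 arrays, for the 10 genes with the highest and the 10 with the lowest fitted values. Colours mark the dye orientation, shapes the replicate, the thick line the fitted value and the thin line its moderated SE. The value drawn for gba-2 is uncertain in size, as its channels labelled CPF were not above background. With their signal raised to a floor it was 6.08-fold lower on average. The other fitted values run from -2.89 for clec-206 to 1.60 for prps-1, and all signs would turn by the labels of the deposited table.

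Of the 34 measured genes of the cytochrome P450 family (CYP), enzymes that oxidise foreign compounds, 12 were lower in the channel labelled CPF and 22 did not pass. After cyp-35A4 the largest called changes were cyp-35C1 at -1.82 ± 0.19, cyp-29A2 at -1.82 ± 0.11 and cyp-32B1 at -1.65 ± 0.18 (2 of 6 channels labelled CPF above background), each lower on 6 of 6 arrays. Adjusted over the list alone, 18 were lower and 1 was higher. The list's median log2 ratio was -0.42, below 0 on 6 of 6 arrays, and averaged -0.28 over the CPF in Cy5 arrays and -0.34 over the CPF in Cy3 arrays. It was lower than the other genes by camera (adjusted p = 1.21e-06, adjusted p = 0.182 with an estimated correlation) and enriched among the lower genes by Fisher's exact test (odds ratio 23.8, adjusted p = 2.18e-10). Among the inducible cyp-35 genes, cyp-35A2 was at -0.71 ± 0.17 (adjusted p = 0.0613) and cyp-35A3 at -1.18 ± 0.27 (adjusted p = 0.0539), while cyp-35A1, cyp-35A5 and cyp-35B1 were too dim to test. The direction is that of the scanner labels.

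In other enzyme families that modify foreign compounds few genes were called, by the scanner labels. In the short chain dehydrogenase/reductase family (SDR) 4 of 29 genes were lower, dhs-20 at -1.73, dhs-2 at -1.60, dhs-19 at -1.18 and dhs-3 at -0.77 (6 adjusted over the list alone). The list had a median of -0.15 (camera adjusted p = 0.00188, adjusted p = 0.306 with an estimated correlation). In the glutathione S-transferase family (GST) 4 of 28 genes were lower, gst-5 at -1.58, gst-20 at -1.19, gst-7 at -1.18 and gst-38 at -0.56 (9 adjusted over the list alone). That list had a median of -0.18 (camera adjusted p = 0.00707, adjusted p = 0.306 with an estimated correlation). The UDP-glucuronosyl transferase family (UGT, 39 genes) went both ways, with 6 genes lower, among them ugt-22 at -0.92, and 2 higher, ugt-26 at 1.05 and ugt-31 at 0.78 (9 and 4 adjusted over the list alone). Its median of -0.02 was not called (camera adjusted p = 0.285). It was called lower in 4 of 28 alternatives, among them without CPF in Cy3 replicate 1 (median -0.10, camera adjusted p = 0.0396). Without CPF in Cy3 replicate 2 the median was 0.04 and not called. All 3 families were enriched among the lower genes (Fisher's exact test, adjusted p = 0.0162 for SDR, 0.0162 for GST and 0.00205 for UGT). The enrichment of UGT was lost with the replicate block and with same-numbered arrays averaged (adjusted p = 0.226 in each) and without CPF in Cy5 replicates 1, 2 and 3 (adjusted p = 0.706, 0.834 and 0.111) or CPF in Cy3 replicate 2 (adjusted p = 0.874). That of GST held under all 6 leave-outs but was lost from the deposited table (adjusted p = 0.0531). That of SDR was lost without CPF in Cy5 replicate 1 (adjusted p = 0.0642) and without CPF in Cy3 replicates 2 and 3 (adjusted p = 0.0901 and 0.0503). By orientation, the medians averaged -0.11 and -0.26 for SDR and -0.12 and -0.18 for GST on the CPF in Cy5 and CPF in Cy3 arrays. Without CPF in Cy5 replicate 1, and for each without another array too, the calls of dhs-19, dhs-3, gst-38, ugt-22, ugt-26 and ugt-31 were lost, with adjusted p up to 0.0669, 0.0889, 0.174, 0.0794, 0.0768 and 0.141 over the 6 leave-outs.

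Of 38 ABC transporter genes, which carry compounds across membranes, the P-glycoprotein genes pgp-5 at 1.22 and pgp-7 at 1.16 were higher and pgp-1 at -1.15 and the peroxisomal transporter gene pmp-4 at -0.64 were lower by the scanner labels (3 higher and 6 lower adjusted over the list alone). The list as a whole was not called (median -0.05, camera adjusted p = 0.230). Of 100 nuclear receptor genes (NR), 76 had a negative ratio, nhr-19 at -0.82, nhr-117 at -0.67 and nhr-212 at -0.64 were called lower, 3 also adjusted over the list alone. Their median of -0.20 was called lower by camera (adjusted p = 5.88e-05, adjusted p = 0.306 with an estimated correlation), with averages of -0.13 and -0.23 on the CPF in Cy5 and CPF in Cy3 arrays. The cadmium-responsive genes cdr-6 at -1.12, cdr-1 at -0.72 and cdr-4 at -0.71 were the 3 of 12 metal response genes that were lower (4 adjusted over the list alone). That list had a median of -0.23 (camera adjusted p = 0.0263, adjusted p = 0.306 with an estimated correlation), averaging -0.20 and -0.44 by orientation. The metal response call was lost without CPF in Cy5 replicate 3 (adjusted p = 0.0543) and without CPF in Cy3 replicate 3 (adjusted p = 0.0560). It was also lost with probes above background in all 12 channels (adjusted p = 0.0996), with array weights (adjusted p = 0.0858), on the CPF in Cy3 arrays alone (adjusted p = 0.0807) and with the sperm marker covariate (adjusted p = 0.249). Of these 10 genes only pgp-7 and cdr-6 kept their calls whichever array was left out. Without CPF in Cy5 replicate 1, among other arrays, the other 8 lost them, with adjusted p up to 0.173 for pgp-5, 0.0904 for pgp-1, 0.164 for pmp-4, 0.123 for nhr-19, 0.164 for nhr-117, 0.164 for nhr-212, 0.164 for cdr-1 and 0.0643 for cdr-4 over the leave-outs.

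The targets of the toxicant were mostly out of reach of the arrays. Among the acetylcholinesterase genes, ace-1, ace-3 and ace-4 were too dim to test, and ace-2 (Y44E3A.2) had a log2 ratio of 1.13 ± 0.38 (adjusted p = 0.116), positive on 5 of 6 arrays, which did not pass. On CPF in Cy3 replicate 1 its ratio was 3.54, against -0.01 to 0.89 on the other arrays. It passed without that array at 0.61 (adjusted p = 0.0256) and without CPF in Cy3 replicate 3 at 1.499 (adjusted p = 0.0197), and under none of the other 4 leave-outs. In the cholinergic signalling list 0 of 16 genes were called, also 0 adjusted over the list alone. The muscarinic receptor gene gar-2 was at -0.35 ± 0.12 (adjusted p = 0.120). The list had a median of -0.11 by the scanner labels (camera adjusted p = 0.271).

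Genes of defence against microbes were lower in part by the scanner labels. Of 55 C-type lectin genes, sugar-binding proteins often induced by infection, 10 were lower and 2, clec-86 and clec-225, higher (17 and 7 adjusted over the list alone). Among the lower ones besides clec-206 were clec-210 at -2.27, clec-70 at -2.21 and clec-174 at -2.03, sizes that are uncertain because only 2, 4 and 2 of their 6 channels labelled CPF were above background. This list was enriched among the lower genes (Fisher's exact test, odds ratio 9.58, adjusted p = 7.18e-06), while its median of -0.03 was not called (camera adjusted p = 0.120). In 11 of 28 alternatives it was called, among them fry (adjusted p = 0.0365), the deposited table (adjusted p = 0.00802), plain background subtraction (adjusted p = 0.00172) and the CPF in Cy5 arrays alone (adjusted p = 0.0419). Of 55 genes for lysozymes and antimicrobial peptides, 7 were lower and 2, spp-4 and spp-17, higher (17 and 5 adjusted over the list alone), the lower ones with ilys-3, the saposin-like genes spp-18 at -1.40 and spp-8 at -1.19 and the lysozyme gene lys-7 at -1.13. That list had a median of -0.10 (camera adjusted p = 0.0215, adjusted p = 0.664 with an estimated correlation), averaged -0.09 and -0.12 by orientation, and was enriched among the lower genes (Fisher's exact test, odds ratio 6.21, adjusted p = 0.00205). By fry it was not called (adjusted p = 0.146). Its camera call was lost without CPF in Cy5 replicate 3 (median -0.045, adjusted p = 0.171) and without CPF in Cy3 replicate 3 (median -0.097, adjusted p = 0.180).

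In lipid metabolism 8 of 80 genes were lower by the scanner labels and 1, acdh-13, higher (11 and 3 adjusted over the list alone). They held the lysosomal lipase gene lipl-1 at -1.46, the acyl-CoA oxidase gene acox-3 at -0.93, the acyl-CoA synthetase gene acs-7 at -0.82 and the fatty acid desaturase gene fat-3 at -0.77. The list was enriched among the lower genes (Fisher's exact test, odds ratio 4.74, adjusted p = 0.00325), lost without CPF in Cy5 replicate 1 (adjusted p = 0.299), without CPF in Cy3 replicate 2 (adjusted p = 0.0901) and from the deposited table (adjusted p = 0.0563) among 12 of 25 alternatives. Its median of 0.02 and mean of -0.06 differed in sign and it was not called (camera adjusted p = 0.442). Of 20 aspartyl and cysteine protease genes of the intestine, the cathepsin B-like genes cpr-1 at -0.98 and cpr-3 at -0.72 and the aspartyl protease gene asp-3 at -0.51 were lower (5 adjusted over the list alone). That list had a median of -0.19 (camera adjusted p = 0.0235, adjusted p = 0.499 with an estimated correlation, and Fisher's exact test adjusted p = 0.0351), averaging -0.31 and -0.04 by orientation. Its enrichment was lost with the replicate block and without any of CPF in Cy5 replicates 1, 2 or 3 or CPF in Cy3 replicate 2, each with 0 genes left (adjusted p = 1). The protease list lost its call without CPF in Cy5 replicate 1 (adjusted p = 0.0720) and without CPF in Cy3 replicate 3 (adjusted p = 0.0686). The call of acs-7 was lost only without CPF in Cy5 replicate 1 (adjusted p = 0.0740). Without that array, among others, the calls of fat-3, cpr-1, cpr-3 and asp-3 were lost too, with adjusted p up to 0.0858, 0.168, 0.141 and 0.201 over the leave-outs.

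Lists of reproduction markers had positive median ratios in the channel labelled CPF, but few sperm and oocyte genes were called. The medians of yolk and sperm genes were unlike on the CPF in Cy5 and CPF in Cy3 arrays. All 6 measured vitellogenin genes, which code for yolk proteins of the adult intestine, had positive ratios and 5 were called higher (6 adjusted over the list alone), with vit-1 at 1.04 (adjusted p = 0.0336, 5 of 6 arrays) and vit-6 at 0.88 (adjusted p = 0.0441, 4 of 6 arrays). The list's median was 0.81 (camera adjusted p = 4.23e-05, adjusted p = 0.306 with an estimated correlation), but it averaged 1.62 over the CPF in Cy5 arrays and -0.01 over the CPF in Cy3 arrays, with a dye term of 0.82 (camera adjusted p = 6.21e-09, adjusted p = 0.522 with an estimated correlation). On CPF in Cy3 replicate 1 the spots of vit-2, vit-3, vit-4 and vit-5 behind the list were about 50% saturated, so their ratios there are uncertain, and the unsaturated vit-1 and vit-6 lay at 1.504 and 0.62. No vitellogenin spot was saturated on the other 5 arrays, and the list medians on CPF in Cy3 replicates 2 and 3 were -0.10 and 0.00138. Of 59 sperm marker genes 57 had a positive ratio and 4 were called higher (34 higher and 1 lower adjusted over the list alone), msp-63 at 0.64, ssq-3 at 1.02, the major sperm protein gene msp-50 at 0.82 and ssp-11 at 0.68. Their median was 0.44 (camera adjusted p = 3.56e-13, adjusted p = 0.306 with an estimated correlation), 0.75 over the CPF in Cy5 arrays and 0.13 over the CPF in Cy3 arrays, whose replicates 1, 2 and 3 lay at 0.53, -0.02 and -0.11. The dye term of this list was 0.32 (camera adjusted p = 2.04e-12, adjusted p = 0.579 with an estimated correlation), and on the CPF in Cy3 arrays alone the list was not called (camera adjusted p = 0.106). Among the higher genes both lists were enriched by Fisher's exact test (adjusted p = 7.93e-08 for vitellogenin and 0.0123 for sperm), both lost without any of CPF in Cy5 replicates 1, 2 or 3 or CPF in Cy3 replicate 2, with 0 genes left (adjusted p = 1). Fisher's exact test takes genes as independent, so these p-values can be too small. The estimated correlation between genes was 0.65 for vitellogenin and 0.21 for sperm. Of 61 oocyte and female germline markers, the translational repressor gene gld-1 at 0.61 and the oocyte maturation gene oma-2 at 0.57 were higher (4 adjusted over the list alone). The median of 0.23 was called higher (camera adjusted p = 5.04e-05, adjusted p = 0.182 with an estimated correlation), positive on 6 of 6 arrays and averaging 0.16 and 0.23 by orientation. Without any of the same 4 arrays the 8 genes named here lost their calls, with adjusted p up to 0.154 for vit-1, 0.154 for vit-6, 0.141 for msp-63, 0.179 for ssq-3, 0.164 for msp-50, 0.143 for ssp-11, 0.168 for gld-1 and 0.198 for oma-2. All signs follow the scanner labels.

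Of 128 genes for collagens and other cuticle parts, 4 were higher by the scanner labels, also 4 adjusted over the list alone: col-138, col-73, dpy-3 at 0.87 and col-65 at 0.67. The list had a median of 0.23 (camera adjusted p = 0.00039, adjusted p = 0.499 with an estimated correlation), positive on 6 of 6 arrays, averaging 0.16 on the CPF in Cy5 and 0.39 on the CPF in Cy3 arrays. Its dye term was -0.13 (camera adjusted p = 0.00332, adjusted p = 0.781 with an estimated correlation), by fry it was not called (adjusted p = 0.158), and with the sperm marker covariate it was called the other way (median -0.31, camera adjusted p = 0.0187, adjusted p = 0.651 with an estimated correlation). Among 29 pharyngeal gland and cuticle markers abu-5 was higher at 1.16 (4 higher and 1 lower adjusted over the list alone). Counting any probe of a gene, abu-1, abu-5, abu-8 and abu-15 were higher, an enrichment by Fisher's exact test (odds ratio 11.8, adjusted p = 0.00908) that was lost in 20 of 25 alternatives. Among these were the replicate block (adjusted p = 1), the deposited table (adjusted p = 0.0959), and the fits without CPF in Cy5 replicates 1 and 2 or CPF in Cy3 replicate 2 (adjusted p = 1 in each) and without CPF in Cy3 replicate 3 (adjusted p = 0.742). Of the same family, abu-10 at 0.47 (adjusted p = 0.0568) and abu-7 at 0.60 (adjusted p = 0.0702) did not pass. The median of 0.07 was not called (camera adjusted p = 0.230). It was called higher in 7 of 28 alternatives. Among these were the fits without CPF in Cy3 replicate 1 (median 0.17, camera adjusted p = 0.00881) and without CPF in Cy5 replicate 3 (median 0.10, camera adjusted p = 0.0331). Without CPF in Cy5 replicate 1 the median was -0.03 and not called. Of 79 ribosomal protein genes 0 were called, also 0 adjusted over the list alone, with rpl-6 at -0.39 (adjusted p = 0.0880) and rpl-22 at 0.69 (adjusted p = 0.0981). Of their ratios 68 were negative and the median of -0.12 was called lower by camera (adjusted p = 0.00858, adjusted p = 0.736 with an estimated correlation), negative on 3 of 6 arrays and averaging -0.11 and -0.10 by orientation. The ribosomal call was lost without CPF in Cy5 replicate 2 (adjusted p = 0.150) and without CPF in Cy3 replicate 1 (adjusted p = 0.146). It was also lost with plain background subtraction (adjusted p = 0.103), from the deposited table (adjusted p = 0.389), with array weights (adjusted p = 0.133), with robust regression (adjusted p = 0.0586), by fry (adjusted p = 0.243), on the CPF in Cy3 arrays alone (adjusted p = 0.0828) and with the sperm marker covariate (adjusted p = 0.136). Without CPF in Cy5 replicate 1, among other arrays, col-65 and abu-5 lost their calls as did col-138 and col-73, with adjusted p up to 0.201, 0.176, 0.160 and 0.182 over the leave-outs, whereas dpy-3 kept its call in all 6.

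**Figure D2:**
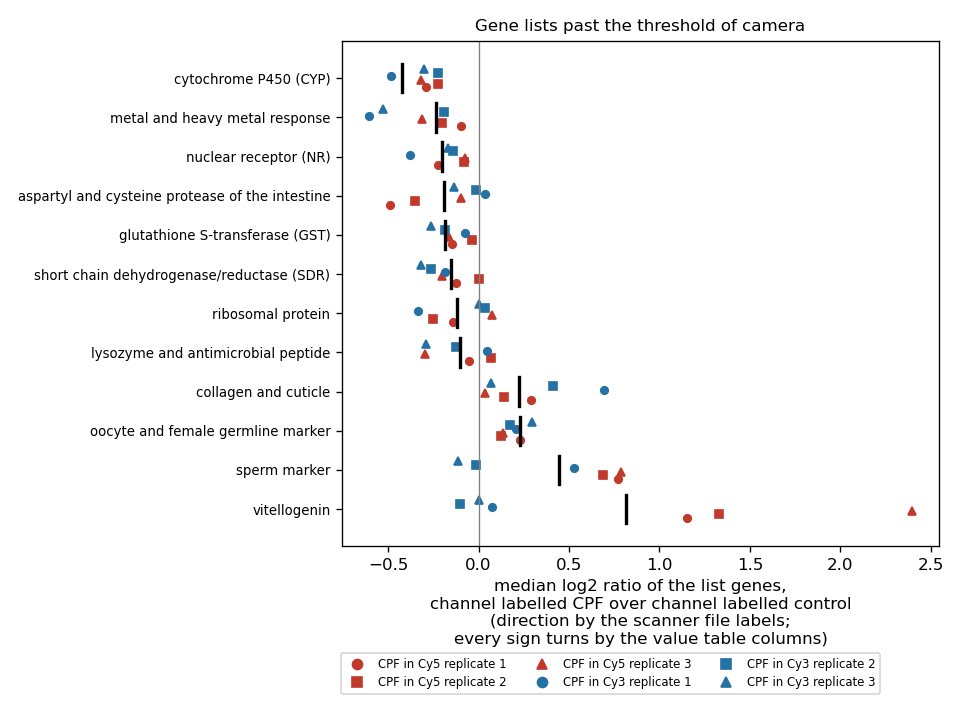
Median log2 ratio of the channel labelled CPF over the channel labelled control on each of the 6 arrays, for the 12 gene lists called by camera, where colours mark the dye orientation, shapes the replicate, and the line the median of the fitted values. The lines run from -0.42 for CYP to 0.81 for vitellogenin, whose CPF in Cy5 and CPF in Cy3 arrays lay apart, and all signs would turn by the labels of the deposited table.

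Of the 29 lists, 12 were called by camera, 4 higher and 8 lower by the scanner labels, 11 by fry, which asks whether the genes of a list move one way, and 0 with an estimated correlation, where the smallest adjusted p was 0.182. Enrichment by Fisher's exact test, which takes genes as independent, was found for 9 lists among the lower genes and 3 among the higher genes. Its p-values can be too small where the genes of a list move together. These 12 enrichments came to 4 without CPF in Cy5 replicate 1, 7 without CPF in Cy5 replicate 2 and 4 without CPF in Cy3 replicate 2, and those of CYP, GST, C-type lectin and lysozyme genes among the lower genes held under all 6 leave-outs. Over 28 alternatives the camera call was kept in 27 for CYP, SDR and oocyte markers, 25 for GST, NR, collagen and sperm, 24 for vitellogenin, 23 for proteases, 21 for metal response, 20 for lysozymes and 18 for ribosomal proteins. Apart from fry and the estimated correlation, all of them used the preset correlation of 0.01, and the estimated correlation kept none of these calls. The replicate block and the averaged same-numbered arrays gave the same counts, so they are not separate checks. Over 25 alternatives the enrichment was kept in 22 for CYP and C-type lectins, 21 for lysozymes, 19 for GST, 18 for SDR, 15 for metal response, 13 for UGT and lipid metabolism, 11 for vitellogenin, 10 for sperm, 9 for proteases and 5 for pharyngeal markers.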

Values the study reported

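The study reported that CPF at 24 °C regulated 885 genes, which was 4.7% of the 18889 genes it tested. For CPF at 16 °C it gave 624 genes, or 3.3%. The common threshold was a −log10 p-value of 2, for which the stated false discovery rate was 0.0155 for CPF at 24 °C. Of the genes affected by CPF at 24 °C, 6.6% were counted as detoxification genes. Between the temperatures, 75 genes were common for CPF.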

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

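The tests of the channel labels, of the dye and of stage differences were chosen after the results were seen, as were the dye term of the vitellogenin list and its arrays without saturated pixels, and the splits of the arrays, the saturation of vitellogenin spots and the tests of the widest array were chosen before.

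On the array CPF in Cy3 replicate 1 the SD of the log2 ratios over tested probes was 0.900, against 0.424 to 0.468 on the other 5 arrays. The Cy5 channel of this array was scanned at a gain of 60 in place of 55. A stretch of all ratios alike by that gain is argued against, since among probes called without this array its ratios rose by 0.983 per unit of the other arrays' mean on the lower side and by 2.98 on the higher side. Noise of dim spots is argued against too, since over the 5963 bright probes its SD was still 1.88 times the highest of the other arrays. The Cy5 channel of this array, which held the control, had 38.3% of gene probes above background, against 56.1% in Cy3. Those shares were 49.9% in Cy5 and 47.7% in Cy3 on CPF in Cy3 replicate 2, and 53.4% and 51.0% on replicate 3. On CPF in Cy5 replicate 2 the control channel was also the dimmer, at 36.0% against 48.5%. A dim control channel was not tested as a cause and stays open. No biological explanation was tested, and a different state of the animals on CPF in Cy3 replicate 1 stays open too.

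The median of the lipid metabolism list on that array was 0.23, against -0.12 to -0.01 on the others. C30G12.2 lay at 3.74 on that array, against 0.70 to 1.47 on the others, and F38C2.1 lay at -3.84 on CPF in Cy5 replicate 3, against -2.18 to -1.68 on the others. Of 54 values examined for an array apart from the rest 4 were found, including the SD above, and chance alone gives about 1 in 20. F53H1.3 stood apart between the dye orientations, with a dye coefficient, the mean log2 ratio of Cy5 over Cy3, of -4.78 (limma, adjusted p = 0.000286) and ratios of CPF over control of -4.39, -5.02 and -4.84 on the CPF in Cy5 arrays and 3.72, 4.86 and 5.84 on the CPF in Cy3 arrays.

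In the channel labelled CPF 12 of 34 CYP genes, 6 of 39 UGT, 4 of 28 GST and 10 of 55 C-type lectin genes were lower (2 UGT and 2 C-type lectin genes were higher), although cyp-35 genes are known to be induced by foreign compounds. A dye effect is argued against, since the CYP median lay at -0.257 on the orientation nearer 0 and 21 of 34 members were lower on both orientations. A stage difference of the kind that sperm markers track is argued against as the whole cause. On CPF in Cy3 replicates 2 and 3, with sperm medians of -0.02 and -0.11, the CYP medians were -0.222 and -0.301. Other differences in stage stay open, as the oocyte median was positive on 6 of 6 arrays. With the sperm covariate the calls went from 386 to 38 and the enriched lists from 12 to 1. The CYP median was then -0.267 (camera adjusted p = 0.00064, adjusted p = 0.4504 with an estimated correlation) against -0.42. That covariate was taken from the same arrays and shares much of its variation with the CPF term. Fewer calls can follow from this overlap alone, so their loss does not decide about stage. A candidate explanation that stays open is that the channel labels are turned on every array, because 6 of the 6 columns of the deposited table match an array labelled with the opposite orientation and nothing in the files shows which labels are right. The biological reading, lower transcript levels of these genes under CPF, cannot be told apart from the opposite one for this reason.

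Vitellogenin genes were higher on the CPF in Cy5 arrays and near 0 on CPF in Cy3 replicates 2 and 3 by the scanner labels, while on CPF in Cy3 replicate 1 vit-1 (1.504) and vit-6 (0.62), without saturated pixels, were higher and vit-2, vit-3, vit-4 and vit-5, with saturated pixels, lay from -0.32 to 0.16. A stage difference of the same size on all 6 arrays is argued against, since on CPF in Cy3 replicates 2 and 3, where no vitellogenin spot had a saturated pixel, the list medians were -0.10 and 0.00138 and the lowest CPF in Cy5 array lay at 1.15. Saturation is argued against on these 2 arrays for the probes behind the list. None of them was above 0.233 there, against at least 1.03 on the CPF in Cy5 arrays. A dimmer second probe of vit-4, without saturated pixels on any array, went against this pattern. That probe lay at 1.64, 2.20 and -0.12 on CPF in Cy5 replicates 1, 2 and 3 and at 3.96, 1.86 and 0.51 on CPF in Cy3 replicates 1, 2 and 3. The second probe of vit-3 went with it, at 0.12 and 0.17 on CPF in Cy3 replicates 2 and 3. Saturation stays open for CPF in Cy3 replicate 1, where 1 of the 6 probes, that of vit-5, had over 50% saturated pixels and 3 lay at that limit. The dye term of the list had a median of 0.822 (camera adjusted p = 6.21e-09, adjusted p = 0.522 with an estimated correlation), which includes the saturated array, and dye orientation, slide series and animals of the 3 arrays cannot be told apart. Animals of different age in the pairs of the CPF in Cy5 series remain possible and untested.

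With 6 arrays there are 10 ways to split them into 3 and 3, too few for a share under 0.05. Outside the dye test, a split other than the real one leaves part of any CPF difference in the error of the fit. Its count of called probes or enriched lists is therefore no measure of chance alone. For the probes called, 1 of 10 splits gave as many, the real one, with 386 against 0 as the highest of the others. For the probes with a dye effect it was 1 split, with 1 probe against 0, and for the enriched lists 1 split, with 12 lists against 0. For the lists called by camera 2 splits gave as many, the real one with 12 and another with 14, which set CPF in Cy5 replicates 1 and 3 and CPF in Cy3 replicate 1 apart from the rest. Every other split called lists by camera with the preset correlation, from 3 to 14, so such calls alone do not single out the CPF contrast.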

How the results depend on the processing

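The alternatives with spots of quality code 3 alone, each orientation alone, the study's model over all gene probes and the sperm marker covariate were chosen after the data were seen. The direction of the 386 probes called was kept under every alternative in which they were tested, except for 2 on the CPF in Cy3 arrays alone and 19 with the sperm marker covariate. Much of this was fixed in advance. Without a dye term, with the replicate block, with averaged arrays and with the study's model the fitted ratio is the same as in the main fit. The 343 probes with the same sign on all 6 arrays could not turn when 1 array was left out. The other alternatives reuse the arrays on which the probes were called. For the deposited table the kept direction says nothing, since its columns were set to the scanner labels first and by its own labels every sign would turn. The number of called probes depended on the processing. It was 243 without background correction, 233 with plain subtraction and 52 with median centring in place of loess, which moved the median of all probes to 0.13. It was 1268 with scale normalisation, 256 with probes above background in all 12 channels and 205 without a dye term. With the replicate number as a block, or with same-numbered arrays averaged in pairs, it was 165. It was 700 from the deposited table, 5005 with array weights, whose estimation did not converge, and 1591 with robust regression. The study's linear model gave 8 after Benjamini-Hochberg and 89 at an unadjusted p of 0.01, and over all gene probes 4 and 149. In the fit used here 1278 probes passed an adjusted p of 0.10 and 1178 an unadjusted p of 0.01. Quality code 3 alone gave 114, the CPF in Cy5 arrays alone 629, the CPF in Cy3 arrays alone 20, and the sperm marker covariate 38. Leaving out 1 array gave 58 to 1323. Print-tip loess (376) and no filter on dim probes (265) stayed within 1.5 times.

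Probes with a dye effect were 2 without background correction, 7 with median centring and 1 to 115 when 1 array was left out. Lists called by camera were 0 with an estimated correlation. Enriched lists, 12 in all, were 7 with plain subtraction, 3 with median centring, 7 with all 12 channels above background, 1 with the study's model, 0 with that model over all gene probes, 7 with quality code 3 alone, 2 on the CPF in Cy3 arrays alone, 1 with the sperm marker covariate and 4 to 15 when 1 array was left out. The 1 called chemoreceptor gene among the lower genes became a depletion with no filter, again with 1 gene (adjusted p = 0.000104).

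The vitellogenin median turned to -0.00832 on the CPF in Cy3 arrays alone. With the sperm marker covariate collagen was called lower (median -0.31, camera adjusted p = 0.0187), while NR (median -0.021, adjusted p = 0.742) and ribosomal proteins (0.059, adjusted p = 0.136) lost their calls with the sign of the test turned. Log2 ratios turned without a call for C30G12.2 (-0.46), col-73 (-0.18), vit-3 (-0.15), pgp-5 (-0.045), hil-6 (-0.00138) and ssq-3 (-0.17). The cause of these changes was not tested, apart from fewer arrays or probes where an alternative uses fewer. The sperm marker covariate shares much of its variation with the CPF term, so lost calls and turned signs there do not decide about stage. Of 84 named calls, 29 held under each of the 6 leave-outs, 27 of them lower. Signal over background limits what can be called, since 8425 gene probes were above background in no channel.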

Other observations

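The comparisons here that were chosen after the data were seen include the study's linear model over all gene probes and the fit on the CPF in Cy3 arrays alone. Some of the 28 alternatives counted here and the genes named as chosen after their values were seen also belong to them.

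Stress genes were changed in few members by the scanner labels. The mitochondrial chaperonin gene hsp-60 was higher at 0.54 (limma, adjusted p = 0.0498), the 1 of 42 heat shock and chaperone genes called (0 adjusted over the list alone), with hsp-43 at -0.50 (adjusted p = 0.113) and hsp-4, a chaperone of the endoplasmic reticulum, at -0.42 (adjusted p = 0.133). The catalase genes ctl-1 at -0.74 and ctl-2 at -0.70 were the 2 of 26 antioxidant genes that were lower, also 2 adjusted over the list alone. Neither list was called (camera adjusted p = 0.674 and 0.534, medians 0.03 and -0.01). Of 20 genes of the insulin pathway response dod-3 at -1.75 and the transcription factor gene pqm-1 at -0.54 were lower and dao-4 at 0.76 was higher (3 and 1 adjusted over the list alone, median -0.10, camera adjusted p = 0.249). Without any of CPF in Cy5 replicates 1, 2 or 3 or CPF in Cy3 replicate 2 the 6 called genes named here lost their calls, with adjusted p up to 0.201 (pqm-1).

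Tissue markers beyond the germline also held few called genes by the scanner labels. The muscle troponin gene tnt-4 was higher at 0.50, with the myosin gene myo-3 at -0.41 and the integrin gene pat-3 at -0.38 not past the threshold (1 of 36 genes, also 1 adjusted over the list alone, median -0.00173, camera adjusted p = 0.674). The decarboxylase gene bas-1, needed for dopamine and serotonin, was lower at -0.71, the 1 of 20 neuron markers called (3 lower and 1 higher adjusted over the list alone), with sbt-1 at -0.44 and egl-21 at -0.48 not past the threshold (median -0.15, camera adjusted p = 0.246). Of 66 neuropeptide genes the insulin-like gene ins-18 at -0.65 and flp-26 at -0.54 were lower (5 lower and 1 higher adjusted over the list alone, median -0.02, camera adjusted p = 0.329). Of 17 intestine markers 0 were called, with the gut esterase gene ges-1 at -0.42 (adjusted p = 0.0702) and the proton pump gene vha-6 at -0.45 (adjusted p = 0.0876), and the median was -0.04 (camera adjusted p = 0.337). Of 74 molting and hedgehog-related genes wrt-4 was higher at 0.91 (also 1 adjusted over the list alone), with mlt-8 at 0.85 (adjusted p = 0.0532) and ptr-3 at -0.56 (adjusted p = 0.0647), and the median was -0.10 (camera adjusted p = 0.271). The 5 called genes named here lost their calls without any of CPF in Cy5 replicates 1 or 2 or CPF in Cy3 replicate 2, with adjusted p up to 0.201 (ins-18).

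Of 32 histone genes the linker histone gene hil-6 was higher at 0.73 (2 adjusted over the list alone), with his-70 at 0.87 (adjusted p = 0.0507) and hil-5 at 0.95 (adjusted p = 0.0759), and the median of -0.05 and the mean of 0.04 differed in sign (camera adjusted p = 0.813). Of 107 F-box and MATH/BTB genes 4 were lower by the scanner labels, among them math-38 at -0.89, fbxc-54 at -0.52 and fbxa-189 at -0.51, and with fbxa-156 at -0.55, lower on 5 of 6 arrays (4 adjusted over the list alone, median -0.03 and mean 0.01, camera adjusted p = 0.674). Of 39 chemoreceptor genes srr-4 at -0.76 was lower and srg-23 at 0.49 was higher (1 and 2 adjusted over the list alone, median -0.21, camera adjusted p = 0.0607). The chemoreceptor list was called lower in 6 of 28 alternatives. Among these were the fits without CPF in Cy5 replicate 3 (camera adjusted p = 0.00834), without CPF in Cy3 replicate 2 (0.0248) and on the CPF in Cy3 arrays alone (0.0117). The 7 called genes of these lists lost their calls without any of CPF in Cy5 replicates 1, 2 or 3 or CPF in Cy3 replicate 2, with adjusted p up to 0.206 (fbxa-189) and, for fbxa-156, 0.203. Apart from the genes named by rule, and chosen after their values were seen, irg-4, another infection response gene, had the smallest p of all probes with a log2 ratio of -2.25 ± 0.099 (limma, adjusted p = 9.61e-05), lower on 6 of 6 arrays.

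With a single-channel linear model over all gene probes, without the stepwise removal of outlying values in the study's methods, 0.663% of probes passed an unadjusted p of 0.01. That is below a share of 0.01, but this does not show a lack of response. Both channels of an array share a spot, which this model leaves out, so the shared part goes into its error. Its p-values can then be too large, and 0.01 need not be the share that chance gives. In the ratio fit without the filter on dim probes 7.63% passed the same unadjusted p (limma). The share quoted from the study above is higher than that of the single-channel model. It was taken over genes after the removal of outlying values and is not measured alike.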
